A study of Tursiops truncatus with 31 samples. Its data were reported in "RNA-Seq analysis of seasonal and individual variation in blood transcriptomes of healthy managed bottlenose dolphins" (2016).

How the data were processed

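Peripheral blood of 4 bottlenose dolphins under human care was collected at roughly monthly intervals over a year, and RNA-seq libraries were made from RNA depleted of globin transcripts. The 31 libraries came from the males Hua (age 5 years, 8 libraries) and Kai (age 17 years, 7 libraries) and from the females Keo (age 12 years, 9 libraries) and Pele (age 28 years, 7 libraries). Following the study, libraries from July, August and September were taken as summer (8 libraries) and those from December and February as winter (8 libraries), and 15 libraries came from other months. Replicate numbers follow the order of the libraries within sex and season, so that the July and August libraries of Pele are female summer replicates 2 and 3 and the February library of Kai is male winter replicate 3.

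The values used here were the FPKM that the authors deposited (fragments scaled to transcript length and to the mapped reads of the library). The study states a targeted depth, the reads obtained per library were not given in the sources used here, and counts were not used, so no counting interval was computed. Per the labels and the methods of the study, the authors trimmed reads with Trimmomatic and mapped them with Bowtie2 2.2.4 or TopHat2 2.3.13 to the Ensembl dolphin genome turTru1. They obtained FPKM with RSEM 1.2.18 for the genome table and for a de novo table on a Trinity assembly built from 8 libraries, and with Cufflinks 2.2.0 for an alternative genome table. No scaling between libraries was stated, and the deposited FPKM did not sum to a constant: sums ran from 1122500.0 to 1625170.0 in the genome table and from 582175 to 916969 in the de novo table. The authors also deposited EBSeq results for the de novo table as log2 fold changes with PPDE, the posterior probability of differential expression, a score per gene between 0 and 1. EBSeq itself was not rerun. Water temperature, day length and blood chemistry were not used here, nor were coordinates, because the reference at hand was another build.

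Each table had been limited by the authors to genes with a mean FPKM of at least 1, and both RSEM tables also to genes above 0 in a share of at least 0.5 of the libraries, which was checked on the values. The genome table held 9610 genes (8865 with a symbol and 745 without), of which all passed that filter, and 5.13% of its values were 0. The de novo table held 29702 genes, 13485 of them paired with a protein accession and none with a symbol, and 11.3% of its values were 0. Because it names genes, the genome table was used for named genes and gene lists.

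Differences were tested with limma 3.58.1 in R 4.3.3, with moderated statistics and a mean-variance trend (eBayes with trend=TRUE), on log2(FPKM + 1), two-sided, with Benjamini-Hochberg adjustment over all genes of a table and a call at an adjusted p under 0.05. Log2 differences refer to that scale, which understates the change of genes with low values. The comparisons were female minus male (31 libraries), summer minus winter (16 libraries, and 8 within each sex), the difference of the seasonal change between the sexes, an annual cosinor with a period of 365 days (31 libraries, F test of both terms) and an F test over the 4 animals. Taking libraries as the unit followed the study. Those p-values treat repeated libraries of 4 animals as independent, and exchanging the animals between the sexes cannot give a p under 0.333, since there are 3 splits into pairs. Calls between the sexes were therefore set beside the 3 ways of splitting the 4 animals into pairs.

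Named genes followed a rule fixed before the data were examined: the 10 highest and 10 lowest log2 differences among genes with a symbol past the threshold, or the 10 smallest p where fewer passed, the 5 smallest p for the other comparisons, the 10 highest means, 2 members per list with the largest rise and 2 with the largest fall, and all members of the globin and study lists. Of the de novo table at most 2 identifiers each way were named. Some genes that the rule names are not reported here.

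The 25 gene lists were also fixed beforehand: erythroid, neutrophil, B cell, T cell, cytotoxic and NK cell, monocyte, eosinophil and basophil, platelet, interferon response, inflammation, cell cycle, circadian clock, glucocorticoid response, heat shock, immediate early, MHC class II, X-linked escape (human genes that escape X inactivation), globin, ribosomal protein, proteasome, oxidative phosphorylation, mitochondrial ribosome, and 3 taken from the study, its sex genes, season genes and globin-depletion controls. The study lists were chosen by the study on these samples, so their direction is not independent evidence. Lists with at least 5 measured members (24 of 25) were tested with camera at a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over lists, and also with an estimated correlation and with fry. Camera compares a list with all other genes, while fry tests whether its members move, on balance, one way.

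Single values per library were compared by two-sided permutation tests, exact where a group had fewer than 10 libraries and with 1e+05 resamples otherwise, whose smallest possible p was 1e-05. They exchange single libraries, so between the sexes they too treat repeated libraries of an animal as independent. Globin content was the share of summed FPKM in the globin genes, including 2 genes without a symbol that the study had identified as globins. Principal components were computed on centred, unscaled log2(FPKM + 1).

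Because all 4 animals were sampled in both seasons, the animal pairs the summer and winter libraries. The pairing was uneven in the females, with 1 summer and 2 winter libraries of Keo and 3 and 2 of Pele. Deviations from the season means correlated at a mean r of 0.119 between libraries of the same animal and −0.0375 between animals in the genome table (0.113 and −0.0360 in the de novo table), so a fit with the animal as a block was run for every seasonal comparison.

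The fits were tested on simulated data with 200 changed genes, drawn from the mean and spread of each gene in the real libraries. In the genome table they recovered 61% of genes changed by 1 log2 unit and 95% of those changed by 2 between the sexes, and 12% and 73% between the seasons. Within males the shares were 0% and 23%, within females 0% and 26%, for the seasonal difference between the sexes 0% and 1%, for the cosinor 81% and 99%, and between animals 27% and 85%. For the cosinor the units were amplitudes, so peak and trough lay further apart than summer and winter in the seasonal simulation. Between animals the change was placed in Hua alone. Changed genes were drawn from those with a mean log2(FPKM + 1) above 1. In the de novo table they were 59% and 98% (sex), 17% and 83% (season), 0% and 18% (males), 0% and 21% (females), 87% and 100% (cosinor), and 23% and 81% (animals). A shifted T cell list was recovered in all 4 comparisons tested, with 0 other lists called. The simulated noise was independent between genes and held no animal effect, so this does not show how often real libraries give false list calls. There, 95 of the other random splits by sex and 97 by season called at least 1 list (100 splits each, with the real one).

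The alternatives fixed beforehand were a pseudocount of 0.1, no filter, median-ratio scaling of each library (over 6105 genes of the genome table and 12375 of the de novo table), the animal as a random effect or block, animal means, Cufflinks values, and leaving out each animal or library. The alternative without a filter changed nothing in both RSEM tables, which hold only genes that pass (8016 of the 8030 genes of the Cufflinks table pass). Alternatives chosen after seeing the data were a stricter filter (mean FPKM of at least 5), leaving out the July and August libraries of Pele, leaving out the February library of Kai, and camera on the seasonal difference between the sexes. List scores per library were means, over the members, of scaled log2(FPKM + 1) minus the gene's mean.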

Results

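Gene expression was measured by RNA-seq in globin-depleted peripheral blood of 4 healthy bottlenose dolphins, to describe the blood transcriptome and ask how it varies with sex, season and individual. There were 31 libraries, 15 from 2 males and 16 from 2 females. The seasonal comparison used 8 summer and 8 winter libraries, with 4 of each from either sex. Expression is given as FPKM, with mean ± SD over libraries.

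Blood was dominated by globin, ribosomal and red cell transcripts. The highest mean belonged to a gene without a symbol that the study identified as a beta globin (168635 ± 93864 FPKM, n = 31). HBB, the annotated beta globin, averaged 147503 ± 83623. ALAS2, which catalyses the rate-limiting step of haem synthesis in red cells, averaged 30881 ± 7923, and LYZ, the lysozyme of myeloid cells, 23448 ± 7565. RPL37 (21015 ± 11416), RPL12 (19166 ± 6313), RPL30 (18233 ± 5629.5) and RPL31 (14857 ± 4166) of the large ribosomal subunit were among the 10 highest named genes. So were ATPIF1, the inhibitor of the mitochondrial ATP synthase (20036 ± 8634), and the gene named FT (18916 ± 4806). Ribosomal protein genes made up 53 of the 100 most abundant genes, and these 100 genes held from 59.2% to 84.6% of the summed FPKM of a library. In the de novo table comp0_c0 was the most abundant gene in all 31 libraries (242508 ± 94913 FPKM).

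Among the other globins, HBA averaged 12382 ± 4752 FPKM, HBM 3182 ± 1242, HBQ1 424 ± 105, HBE1 370.4 ± 149.9 and HBZ 281 ± 94.5 (n = 31). The transcripts that the study had followed as controls of the depletion averaged 4584 ± 1796 for FKBP8, 2736 ± 321 for RPL13 and 773 ± 238 for GAPDH, beside ALAS2 above. Globin genes took between 5.68% and 43.1% of the summed FPKM of a library. The globin share was 26.3% ± 9.25 in males (n = 15) and 20.3% ± 11.9 in females (n = 16), a difference smaller than the spread between libraries (permutation p = 0.129, adjusted p = 0.258 over 2 comparisons). It was 24.9% ± 10.5 in summer and 19.6% ± 10.2 in winter (n = 8 each, exact permutation p = 0.320, adjusted p = 0.320).

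The main axis of variation between libraries, on the deposited values, followed the share of expression held by the most abundant genes. PC1 explained 20.7% of the variance of the genome table and PC2 9.18% (17.7% and 7.82% in the de novo table). Females lay higher on PC1 than males, at 18.6 ± 24.2 (n = 16) against −19.8 ± 38.0 (n = 15), a difference that passed a permutation test (p = 0.00176, adjusted p = 0.0133 over the components tested). The same held in the de novo table (28.3 ± 38.0 against −30.2 ± 49.4, permutation p = 0.0007, adjusted p = 0.0112). All permutation tests between the sexes given here exchanged single libraries of 4 animals. Exchanging the animals themselves cannot give a p under 0.333. Median-ratio scaling gave other axes. PC1 of the scaled values (10.9% and 9.10% of the variance) did not pass in either table (permutation, adjusted p = 0.0985 and 0.0581). In the genome table its animal means (−24.6 in Hua, 8.44 in Kai, 6.51 in Keo and 11.3 in Pele) were near those of the deposited PC2 (−24.1, 9.95, 5.29 and 10.7). PC2 of the scaled values passed (permutation, adjusted p = 0.0162 and 0.0133) but set Kai apart, averaging −25.9 against 5.39 in Hua, 7.67 in Keo and 9.86 in Pele (−42.7 against 11.4, 15.5 and 9.81 in the de novo table). PC2 of the deposited values did not pass after adjustment in either table (adjusted p = 0.140 and 0.0985). Summer and winter libraries were not separated on PC1 (exact permutation p = 0.953 and 0.637) or PC2 (exact permutation p = 0.173 and 0.352). By animal, PC1 of the deposited values averaged −10.2 in Hua, −30.8 in Kai, 14.7 in Keo and 23.5 in Pele. Over the 31 libraries PC1 of the genome table correlated with the share of the 100 most abundant genes at r = −0.889 and rho = −0.930 (permutation p = 1e-05 for each, the smallest the resampling can give, adjusted p = 2e-05 over 4 relations). Without the 2 libraries farthest from the median share, r was −0.889, and within animals it lay between −0.868 (Hua, n = 8) and −0.936 (Pele, n = 7). That share was 77.4% ± 4.97 in males and 69.6% ± 6.61 in females (permutation p = 0.00111). In the de novo table r was −0.922 and rho −0.875, with r = −0.910 without 2 libraries, while PC2 was unrelated to the share (r = −0.0315 and −0.0795). Because FPKM is relative to the mapped reads of a library, a larger share of some genes lowers all others. Part of the correlation with PC1 of these unscaled values is therefore built in, which the permutation p does not allow for.

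**Figure D1:**
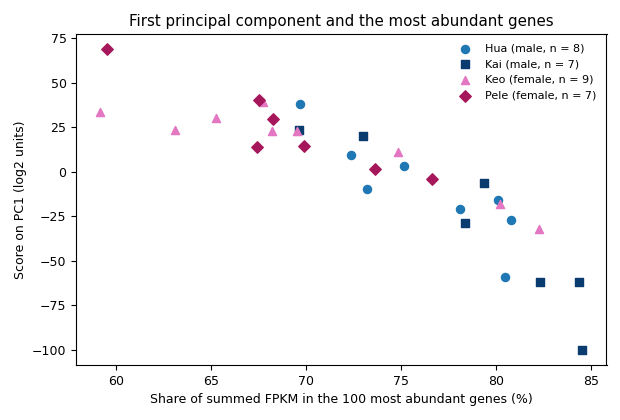
Score on PC1 of the genome table (vertical axis) against the share of summed FPKM in the 100 most abundant genes (horizontal axis, %), 1 point per library, coloured by animal. Scores fall as the share rises (r = −0.889), and the females Keo and Pele average 14.7 and 23.5 against −10.2 and −30.8 in the males Hua and Kai.

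The genes that differed between the sexes included immune and red cell genes. Females had higher LAG3, an inhibitory receptor of activated lymphocytes, at 64.7 ± 37.0 FPKM (n = 16) against 14.0 ± 12.8 in males (n = 15), and higher TSPAN33, a tetraspanin (9.90 ± 5.92 against 1.16 ± 1.28). The antiviral enzymes OAS1 (72.0 ± 49.8 against 14.8 ± 8.67) and OAS2 (11.8 ± 11.3 against 2.23 ± 1.22) and the chemokines CCL2 (12.5 ± 13.2 against 2.45 ± 4.92) and CCL1 (15.8 ± 13.2 against 3.44 ± 5.00) were also higher in females. Males had higher BNIP3L, a receptor for the removal of mitochondria in maturing red cells (2223 ± 652 against 1159 ± 416), and higher CA1, the abundant carbonic anhydrase of red cells (668 ± 284 against 349.7 ± 110.0). As groups, neutrophil, monocyte, inflammation and interferon genes stood higher in females, and erythroid, globin and ribosomal protein genes lower, relative to the other genes by camera. With an estimated correlation the first 4 lost their call (adjusted p = 0.0540, 0.701, 0.335 and 0.701 with an estimated correlation), and the other 3 kept it on deposited values but not after scaling. Monocyte genes did not follow sex in each animal, with scaled list means of −0.40 in Hua, 0.27 in Kai, −0.01 in Keo and 0.20 in Pele.

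By log2 difference (female minus male ± SE), LAG3 led with 2.86 ± 0.52 (limma, Benjamini-Hochberg adjusted p = 0.00098), followed by TSPAN33 with 2.39 ± 0.29 (adjusted p = 4.78e-06). All genes together shifted upward by a median of 0.34, which median-ratio scaling of the libraries brought to 0.04. Relative to that shift LAG3 stood at 2.53 and TSPAN33 at 2.06, and both passed after scaling (adjusted p = 0.004 and 7.49e-05). OAS1 (2.16 ± 0.31, 1.83 relative to all genes), CCL2 (1.97 relative), CCL1 (2.09 ± 0.48, 1.75 relative), OAS2 (1.67 ± 0.32, 1.33 relative) and LAGE3, part of a tRNA-modifying complex (1.71 ± 0.41, 1.38 relative), passed with and without scaling. TMEM167B (2.00), RPA3OS (1.80) and CIDEA, a lipid droplet protein (1.68), passed on the deposited values but not after scaling (adjusted p = 0.142, 0.0868 and 0.0655). TSPAN33 and OAS1 lay above the male median in 16 of 16 female libraries and LAG3 in 14. LAG3 did not split the animals by sex alone, averaging 25.3 FPKM in Hua, 1.02 in Kai, 36.3 in Keo and 101 in Pele.

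The lowest log2 differences were those of LYRM2 (−1.89 ± 0.56, −2.23 relative to all genes), the calcium-binding protein S100A1 (−1.83 ± 0.40, −2.17 relative) and CLIC2, a chloride channel protein (−1.46 ± 0.33, −1.80 relative). They were followed by VAMP4, a vesicle fusion protein (−1.33 ± 0.28, −1.66 relative), ABCB1, the P-glycoprotein efflux pump (−1.26 ± 0.35), CDC42EP2 (−1.15), NRN1L (−1.11), SYNGR1 (−1.11), SAMD7 (−1.03) and BNIP3L (−0.98 ± 0.17, −1.31 relative). Adjusted p ran from 0.000536 for BNIP3L to 0.0467 for NRN1L, and NRN1L alone of these 10 did not pass after scaling (adjusted p = 0.0696). S100A1 fell from 29.5 ± 10.9 FPKM in males to 11.5 ± 11.6 in females, VAMP4 from 132 ± 42.6 to 60.9 ± 33.5, and LYRM2 from 18.1 ± 16.8 to 4.64 ± 5.97. ABCB1 averaged 6.99 ± 6.73 in males, with 13.0 in Kai and 1.76 in Hua, and 1.53 ± 1.02 in females. Of the 20 genes at either end, TSPAN33, OAS1, VAMP4 and BNIP3L passed under every alternative except animal means. LYRM2 differed by −0.66 without Keo (adjusted p = 0.524) and did not pass with Cufflinks values (0.0567), CCL2 did not pass with Cufflinks values (1.26, adjusted p = 0.112), nor LAG3 without Pele (2.17, adjusted p = 0.0584) or ABCB1 without Kai (−0.19, adjusted p = 0.746).

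**Figure D2:**
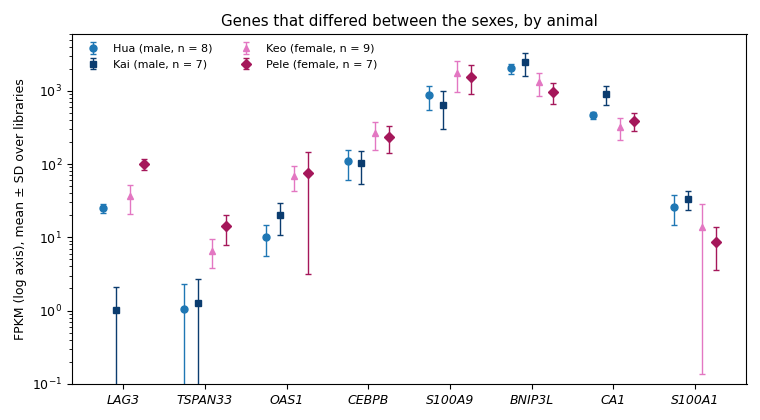
Mean FPKM (log axis) of 8 named genes in each animal, with bars of ± 1 SD over its 7 to 9 libraries, bars that would reach 0 running off the axis. Both females exceed both males for LAG3 (36.3 and 101 against 25.3 and 1.02), TSPAN33, OAS1, CEBPB and S100A9, and both males exceed both females for BNIP3L, CA1 and S100A1.

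No neutrophil, monocyte or inflammation gene was called lower in females, but few genes were, with 1162 of all 9610 called higher and 90 lower. Of 18 measured neutrophil genes 12 rose, 0 fell and 6 did not pass (15 rose adjusted over the list alone), with a median of 0.74. S100A9, a calprotectin subunit, rose from 761 ± 335 to 1668 ± 722 FPKM (log2 1.16 ± 0.22), while LCN2 did not pass (log2 1.12, adjusted p = 0.0906). The list was called higher by camera (adjusted p = 9.75e-08) but not with an estimated correlation (adjusted p = 0.0540 with an estimated correlation). Of 17 monocyte genes 7 rose and 10 did not pass (10 adjusted over the list alone), among them CSF1R, the receptor of a macrophage growth factor (120.0 ± 27.7 against 66.1 ± 20.9, log2 0.88 ± 0.15), and CD68 (277 ± 118 against 152 ± 75.9, log2 0.93 ± 0.23). That list's camera adjusted p was 0.00181, and adjusted p = 0.701 with an estimated correlation. Of 22 inflammation genes 9 rose and 13 did not pass (14 adjusted over the list alone), led by CCL2 and by CEBPB, a transcription factor of myeloid cells (254 ± 103 against 106 ± 46.4, log2 1.26 ± 0.20). For inflammation camera gave an adjusted p = 9.58e-05, and adjusted p = 0.335 with an estimated correlation. After scaling 1 neutrophil, 1 monocyte and 3 inflammation genes passed, and the list medians were 0.39, 0.21 and 0.28.

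Of 31 interferon response genes 14 rose and 17 did not pass (20 adjusted over the list alone), with a median of 0.80 and OAS1 and OAS2 in the lead. Camera called the list higher in females (adjusted p = 5.15e-05), but adjusted p = 0.701 with an estimated correlation. Libraries of July and August of Pele stood apart in these genes, and without them the camera adjusted p was 0.0139 and the log2 difference of OAS1 1.94. After scaling 2 members passed.

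Red cell and ribosomal genes lay on the other side. Of 65 ribosomal protein genes 14 fell, 0 rose and 51 did not pass (18 adjusted over the list alone), with a median of −0.23. RPS15A fell from 123 ± 51.0 to 69.0 ± 25.3 FPKM (log2 −0.79 ± 0.20), and RPL37 measured 25981 ± 12703 in males and 16359 ± 7891 in females (log2 −0.68, adjusted p = 0.0510). Camera called this list lower in females (adjusted p = 4.07e-37, and adjusted p = 0.0195 with an estimated correlation). Of 31 erythroid genes 7 fell, 1 rose and 23 did not pass (8 adjusted over the list alone), with a median of −0.28. BNIP3L and CA1 (log2 −0.89 ± 0.18) fell furthest, while NFE2, a transcription factor of red cell precursors and platelets, rose (174 ± 67.4 against 111 ± 28.5, log2 0.59, adjusted p after scaling 0.484). Camera called the erythroid list lower (adjusted p = 1.63e-19, and adjusted p = 0.00535 with an estimated correlation). None of the 6 globin genes passed, by either count (0 adjusted over the list alone), and the list was called lower in females (median −0.22, adjusted p = 5.15e-05, and adjusted p = 0.0350 with an estimated correlation). HBB differed by −0.76 (123775 ± 88586 against 172812 ± 72435, adjusted p = 0.0875), HBM by −0.49, HBE1 by −0.33, HBZ by −0.11, HBQ1 by −0.08 and HBA by −0.01. After scaling, the ribosomal, erythroid and globin medians were −0.61, −0.62 and −0.59, with 31 ribosomal and 8 erythroid genes lower. The lists then lost their call with an estimated correlation (adjusted p = 0.0566 for ribosomal and erythroid genes and 0.191 for globin genes with an estimated correlation).

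Of 66 oxidative phosphorylation genes 5 rose, 2 fell and 59 did not pass (6 adjusted over the list alone), with a median of 0.18 that turned to −0.17 after scaling. ATP5SL rose (log2 1.29), and NDUFS5 (log2 −0.85, adjusted p = 0.0698) and ATP5J (log2 −0.64, adjusted p = 0.103) had the lowest differences. Camera placed that list below the other genes (adjusted p = 0.00301), against the sign of its median and mean (0.11), and adjusted p = 0.838 with an estimated correlation.

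Camera did not call the remaining 16 lists. Adjusted p was 0.981 for B cell (1 of 17 genes rose), 0.516 for T cell (2 of 28), 0.938 for cytotoxic and NK cell (5 of 20), 0.769 for eosinophil and basophil (1 of 9) and 0.617 for platelet genes (4 of 15). It was 0.356 for cell cycle (0 of 29), 0.763 for circadian clock (4 of 14), 0.516 for glucocorticoid response (1 of 13), 0.136 for heat shock (5 of 19), 0.0772 for immediate early (2 of 18, and 9 adjusted over the list alone) and 0.696 for MHC class II genes (0 of 12). It was 0.286 for X-linked escape genes (6 of 23 rose, 1 after scaling). Mitochondrial ribosome genes (3 of 69 rose, adjusted p = 0.281) had a median of 0.27 and proteasome genes (2 of 34, adjusted p = 0.938) of 0.24, which turned to −0.09 and −0.12 after scaling. On scaled values camera called proteasome genes lower (adjusted p = 0.00798), but not with an estimated correlation (adjusted p = 0.597 with an estimated correlation). For the study season genes 2 of 5 rose and 1 fell (adjusted p = 0.981).

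Of the 20 measured study sex genes 5 rose, 0 fell and 15 did not pass (6 adjusted over the list alone), which is not independent evidence because the study chose them on these samples. The study found some of them higher in females and others almost only in males, so these counts and the list median do not measure agreement with it. Of those that rose, SMC1A, CNN2, SAMHD1 and ULK1 went the way of the study, while HSF1, a gene it found almost only in males, went against it. The study called transcripts of the de novo assembly and these are genes of the genome table, so neither direction is compared like for like. The list was not called by camera (adjusted p = 0.981), and its median of 0.27 turned to −0.06 after scaling, where 0 passed. Those that rose were SMC1A, a cohesin subunit whose human gene is X-linked (32.8 ± 13.2 against 18.5 ± 6.01, log2 0.76 ± 0.19, adjusted p = 0.0097), and HSF1, the main heat shock transcription factor (log2 0.61, adjusted p = 0.0321). CNN2 (log2 0.54), SAMHD1, an antiviral nucleotide hydrolase (log2 0.51), and ULK1, a kinase that starts autophagy (log2 0.86), also rose. Among the others, BATF (1.42, adjusted p = 0.0784), SNX19 (0.50), TXLNG (0.40) and GALM (0.40) had positive log2 differences. CD40LG (−0.32, adjusted p = 0.635), NOL4L (−0.32), CENPF (−0.21), SLC18A2 (−0.10), SPAST (−0.06), RAB22A (−0.04) and NOXO1 (−0.04) had negative ones. NDRG3 (0.30), PPP4R2 (0.23), VPS13C (0.19) and CREG1 (0.07) were positive on the deposited values and negative after scaling.

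**Figure D3:**
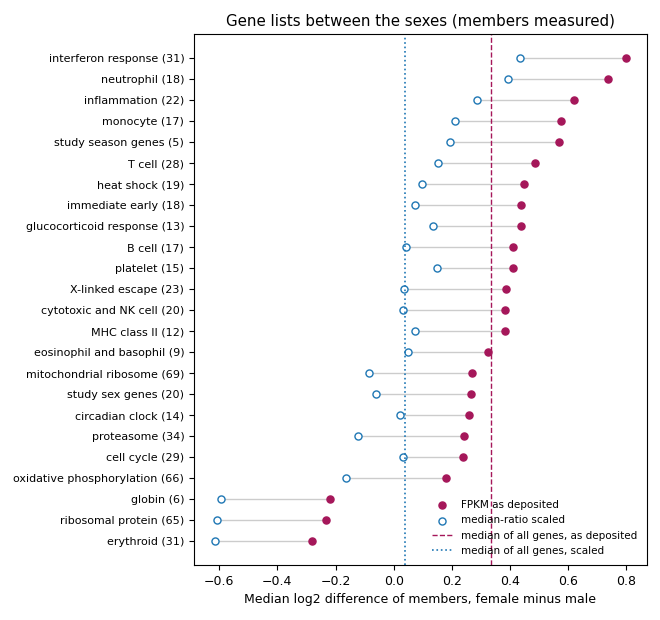
Median log2 difference (female minus male) of the measured members of 24 gene lists (vertical axis, number of members in brackets), as deposited (filled) and after median-ratio scaling (open), with lines at the median of all genes (0.34 and 0.04). Interferon (0.80) and neutrophil (0.74) lists lie highest and erythroid (−0.28) lowest under both, while oxidative phosphorylation, proteasome, mitochondrial ribosome and study sex genes turn from above 0 to below it.

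In all, limma called 1252 of 9610 genes (13.0%) between the sexes in the genome table, 1162 higher and 90 lower in females, and 2821 of 29702 (2672 higher and 149 lower) in the de novo table. After scaling, 232 genes were called (57 higher and 175 lower, 146 of them shared with the calls on deposited values) in the genome table and 449 (145 higher and 304 lower) in the de novo table. With animal means as the unit limma called 0 genes in the genome table (1539 at an unadjusted p under 0.05) and 23 in the de novo table. Other splits of the animals into pairs gave 29 and 12 calls in the genome table and 124 and 27 in the de novo table. After scaling they gave 137 and 52 in the genome table and 416 and 203 in the de novo table, so that the pair of younger against older animals came close to the 449 calls by sex. Leaving out Pele gave 225 calls, Keo 295, Kai 564 and the February library of Kai 782.

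The de novo table also held genes that were nearly absent from 1 sex, for which the files give no symbol. Female libraries averaged 36.3 ± 15.0 FPKM for comp3762_c0 and male libraries 0.0193 ± 0.0171 (log2 5.08 ± 0.17, limma adjusted p = 1.44e-25), and comp3133_c0 behaved alike (17.7 ± 10.3 against 0.0233 ± 0.0422, log2 4.00). Male libraries averaged 16.5 ± 5.13 for comp7794_c0 and 17.2 ± 8.25 for comp9164_c0, against 0.01 and 0.02 in females (log2 −4.05 and −4.01).

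Individual animals differed in genes such as LAG3, SPP1 and CCL5, by an F test that does not remove the difference between the sexes. That test called 988 genes in the genome table and 2878 in the de novo table, and after scaling 706 and 1831. LAG3 came first (limma adjusted p = 1.16e-15). SPP1, the secreted phosphoprotein osteopontin, averaged 1.36 FPKM in Hua and 1.65 in Pele but 15.9 in Kai and 13.8 in Keo (adjusted p = 4.12e-07). The lymphocyte chemokine CCL5 averaged 859 in Pele against 150.0 in Hua, 239.5 in Kai and 188 in Keo, and lost its call without Pele (adjusted p = 0.283). ANXA5, a phospholipid-binding protein, averaged 157 in Hua against 496 in Kai, 515 in Keo and 567 in Pele, and lost its call without Hua (adjusted p = 0.698). SESN3, a stress-induced regulator of growth signalling, averaged 58.2 in Hua, 36.4 in Keo, 24.9 in Kai and 12.7 in Pele. Differences between animals held a median of 17.4% of the variance of a gene in the genome table and 15.5% in the de novo table. After scaling the medians were 13.6% and 12.5%. Exchangeable libraries would give a mean, not a median, of 10%. Leaving out animals lowered the calls to 348 without Kai, 411 without Hua and 527 without Pele in the genome table.

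The seasonal question was whether expression differed between summer and winter, and no gene passed the test in either table. TPPP3, a tubulin polymerisation factor, measured 11.4 ± 7.83 FPKM in summer and 2.76 ± 3.89 in winter (n = 8 each), with 8 of 8 summer libraries above the winter median. ND4L, a mitochondrial subunit of respiratory complex I, measured 91.6 ± 73.9 in summer and 24.2 ± 29.4 in winter. The interferon response list had 27 of 31 members higher in summer (median log2 0.45), carried by 2 libraries of a single female.

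The log2 differences (summer minus winter) were 2.11 for TPPP3 (limma unadjusted p = 0.000752), 1.45 for ATP6V0E1, a proton pump subunit (116 ± 66.2 against 42.8 ± 23.7), 1.81 for RP9 and 1.36 for TMEM256-PLSCR3. They were −1.66 for FBXL17, 2.39 for ND4L, −1.29 for the tubulin tyrosine ligase TTL, 1.29 for RPS26 (2179 ± 1161 against 866 ± 478) and 1.82 for MGST3. Each of these had an adjusted p = 0.999. In the genome table limma called 0 genes, with 285 at an unadjusted p under 0.05 and a lowest adjusted p of 0.333. In the de novo table it called 0, with 1018 at an unadjusted p under 0.05.

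Camera called 3 lists by season, none with a member that passed. Without the July and August libraries of Pele 6 were called, globin, platelet, erythroid, ribosomal protein, proteasome and T cell genes, and without the February library of Kai 4 (interferon response, globin, erythroid and ribosomal protein). Interferon response genes were higher in summer (adjusted p = 5.59e-06, and adjusted p = 0.980 with an estimated correlation), with ZBP1, a nucleic acid sensor, at 7.96 ± 11.4 against 1.75 ± 2.29 FPKM and XAF1 at 20.7 ± 20.2 against 9.27 ± 7.14. In the July and August libraries of Pele the list mean lay 1.39 and 2.24 log2 units above the average library, while the highest of the other 29 libraries reached 0.257. Without these 2 libraries the list was no longer called (adjusted p = 0.848, lower in summer). The 6 globin genes were all higher in summer (median 0.27, adjusted p = 0.0215, and adjusted p = 0.980 with an estimated correlation), HBM at 3797 ± 1269 against 2476 ± 1180.2 and HBB at 159862 ± 79379 against 120700.0 ± 74262. Log2 differences were 0.36 for HBA, 0.18 for HBZ, 0.13 for HBQ1 and 0.11 for HBE1, and the list was not called after scaling (adjusted p = 0.214). Of 15 platelet genes 11 were lower in summer (median −0.18, adjusted p = 0.0215, and adjusted p = 0.980 with an estimated correlation), with CLEC1B at 2.67 ± 2.57 against 7.04 ± 4.73 and TREML1 at 16.2 ± 12.3 against 31.3 ± 23.7. Its adjusted p was 0.0736 after scaling, 0.215 without the February library of Kai and 0.245 with the stricter filter. Of the study season genes 5 were measured, chosen by the study on these samples and so not independent evidence, and 0 passed (0 adjusted over the list alone). Their log2 differences were −0.58 for COTL1, −0.53 for CHN2, −0.51 for CD79B, −0.37 for CORO1A and 0.10 for RPL31.

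**Figure D4:**
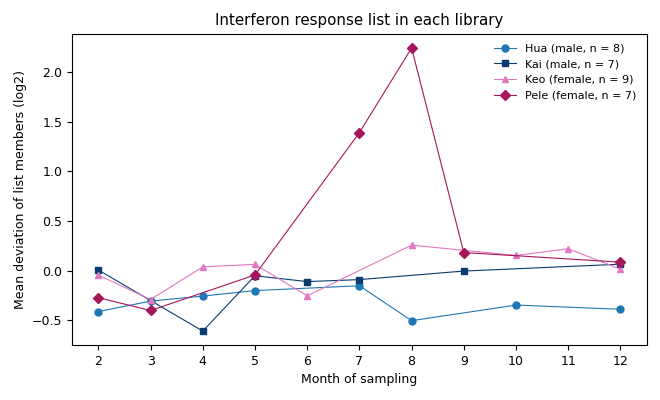
Mean deviation (log2, scaled values) of the 31 interferon response genes in each library (vertical axis) by month of sampling (horizontal axis), with the libraries of an animal joined by lines. The July and August libraries of Pele lie at 1.39 and 2.24, and every other library at or below 0.257.

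Within males, TOMM7, a subunit of the mitochondrial import channel, measured 21.2 ± 15.4 FPKM in summer and 1.33 ± 1.43 in winter (n = 4 each, from 2 animals). RPS27L measured 51.6 ± 28.6 against 8.73 ± 7.59, AMN1 17.4 ± 4.99 against 3.67 ± 4.25, RPS26 2025 ± 1086 against 791 ± 393 and SFXN1, a mitochondrial serine transporter, 3.08 ± 1.08 against 0.375 ± 0.750. Their log2 differences were 3.15, 2.85, 2.60, 1.33 and 1.66, and limma gave an unadjusted p between 0.00016 and 0.00381 and an adjusted p of 1 for each. Limma called 0 genes in males, with 158 at an unadjusted p under 0.05 in the genome table and 647 in the de novo table, where 1 gene passed with the animal as a block. Platelet genes were lower in summer in 14 of 15 (median −0.30, camera adjusted p = 5.64e-05, and adjusted p = 0.987 with an estimated correlation), with TREML1 at 11.6 ± 14.8 against 22.6 ± 11.9 and MYL9 at 32.4 ± 33.3 against 61.9 ± 23.4. T cell genes were higher in 24 of 28 (median 0.50, adjusted p = 0.00379, and adjusted p = 0.987 with an estimated correlation), with the transcription factors GATA3 at 3.83 ± 2.60 against 1.68 ± 1.93 and TCF7 at 13.5 ± 7.09 against 6.42 ± 4.11. Without the February library of Kai the T cell list was no longer called (median 0.02, adjusted p = 0.155), while ribosomal protein genes were (adjusted p = 1.71e-05) and platelet genes still were (adjusted p = 0.0213). No list member passed in males. Of the study season genes, COTL1 differed by −0.63 (limma unadjusted p = 0.0476), CORO1A by −0.32, CD79B by 0.23, CHN2 by 0.06 and RPL31 by −0.02.

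Within females the summer group held 3 libraries of Pele and 1 of Keo and the winter group 2 of each, so season was partly mixed with animal. RAD51B, a DNA repair protein, measured 2.25 ± 2.10 FPKM in summer and 11.5 ± 3.57 in winter, and GTPBP8 1.95 ± 1.40 against 13.0 ± 4.95 (n = 4 each, from 2 animals). C9orf16 measured 47.0 ± 26.2 against 9.25 ± 5.32, SKA1, a kinetochore protein, 6.85 ± 3.74 against 0.833 ± 1.67 and KCTD9 4.82 ± 2.83 against 0.417 ± 0.835. Their log2 differences were −2.19, −2.31, 2.16, 2.31 and 2.08, and limma gave an adjusted p of 0.735 for each. Over all genes the median difference was −0.16 (0.02 after scaling). Limma called 0 genes in females, with 561 at an unadjusted p under 0.05 in the genome table and 1971 in the de novo table. Camera called interferon response (30 of 31 members higher in summer, median 0.82, adjusted p = 3.39e-16, and adjusted p = 0.533 with an estimated correlation), globin and erythroid genes. ZBP1 measured 14.7 ± 13.4 against 1.92 ± 3.02 and RTP4 34.3 ± 33.5 against 5.38 ± 1.58, and without the July and August libraries of Pele the list had an adjusted p of 0.103. All 6 globin genes were higher in summer (median 0.69, adjusted p = 9.93e-05, and adjusted p = 0.131 with an estimated correlation), 2 of them passing when adjusted over the list alone. A gene without a symbol that the study identified as an alpha globin and as nearly removed by the depletion moved with them (2.77 log2 units, limma unadjusted p = 0.00122), so a difference in depletion between these libraries was not separated from season. HBM measured 3565 ± 1444 against 1453 ± 382 and HBB 123004 ± 65299.9 against 80026 ± 61382. Erythroid genes were higher in 21 of 31 (median 0.16, adjusted p = 0.00703, and adjusted p = 0.829 with an estimated correlation), with BPGM, which makes the regulator of oxygen release by red cells, at 96.4 ± 41.1 against 39.1 ± 12.0 and the blood group protein KEL at 2.77 ± 0.640 against 1.11 ± 1.10. With the animal as a block 5 lists were called. Of the study season genes, CD79B, a subunit of the B cell receptor, measured 105 ± 62.1 against 224 ± 63.8 (log2 −1.24, 1 gene passing when adjusted over the list alone), and CHN2 differed by −1.13, COTL1 by −0.53, CORO1A by −0.43 and RPL31 by 0.22.

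For the difference of the seasonal change between the sexes limma called 0 genes, a fit that recovered 1% of simulated genes changed by 2 log2 units, with 233 at an unadjusted p under 0.05 (median over all genes −0.21, and −0.02 after scaling). Camera called 6 lists on this difference, which was more positive in females for interferon response (adjusted p = 7.53e-16), globin (0.000139), erythroid (0.000951), monocyte (0.0405) and platelet genes (0.0407) and more negative for T cell genes (0.00602). With an estimated correlation 0 lists were called (adjusted p = 0.255 for interferon response, 0.0517 for globin and 0.944 for the other 4 with an estimated correlation), and with the animal as a block the platelet list was not called (adjusted p = 0.0625). Without the July and August libraries of Pele 2 of the 6 were called, erythroid and globin genes, and not interferon response (adjusted p = 0.0559), T cell (0.0858), platelet (0.275) or monocyte genes (0.828). Without the February library of Kai 3 lists were called, interferon response, globin and ribosomal protein genes, and not erythroid (adjusted p = 0.125), T cell (0.0734), monocyte (0.284) or platelet genes (0.312).

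Over the whole year, the genes closest to an annual cycle were RNF149, a ubiquitin ligase (amplitude 1.15 log2 units, peak on day 294), CCSER2 (0.80, day 298), SHISA2 (1.02, day 322), CASP2, a caspase (0.97, day 244), and TMEM167A (1.95, day 274). None passed, with a limma adjusted p of 0.373 for RNF149 and 0.502 for the others. The cosinor called 0 genes in the genome table (729 at an unadjusted p under 0.05, lowest adjusted p = 0.0609, for a gene without a symbol) and 0 in the de novo table (1947 at an unadjusted p under 0.05, lowest adjusted p = 0.467).

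The authors' deposited table of EBSeq results held 499 genes at a PPDE of at least 0.95 between the sexes (238 higher and 261 lower in females) and 210 between the seasons (134 higher and 76 lower in summer). It held 699 for season in females (384 higher and 315 lower) and 252 in males (137 higher and 115 lower). Of the 499 sex genes limma called 279 on deposited values and 245 after scaling, and 494 had the same sign. Of the seasonal genes limma called 0, with 185 of 210, 491 of 699 and 137 of 252 at an unadjusted p under 0.05. In 23 of the 210 seasonal genes (11.0%), 103 of the 699 in females (14.7%) and 22 of the 252 in males (8.73%), a single library held most of the summed FPKM of the higher group. The same held for 4 of the 499 sex genes (0.802%). These shares are not like for like, since the groups held 8 libraries by season, 4 by season within a sex and 15 or 16 by sex. The share over all genes was not computed. Male and female seasonal calls shared 7 of 28172 genes, where 5.76 would be shared by independent lists, and 5 of the 7 had the same sign.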

Values the study reported

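The paper reported 29,702 expressed genes in the de novo blood transcriptome and 9610 genes mapping to the genome. It gave 21.8 % of the variance for PC1, described as somewhat related to sex, and 7.8 % for PC2. With EBSeq at an FDR under 0.05 it found 499 genes (1.7 %) between males and females, of which 261 were higher in males and 238 higher in females. For season it reported 0.7 % of the transcriptome, with 63.8 % of those genes higher in summer, and 0.8 % in males and 2.4 % in females when the sexes were taken apart.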

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

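All weighing tests on the female excess, the genes nearly absent from 1 sex, the interferon genes and the EBSeq tables were chosen after the results were seen, as was the camera test of the seasonal difference between the sexes, while the counts over other splits of the libraries were chosen before.

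A single library lay far from the others in 6 of 146 groups, where chance gives 7.3. SFXN1 was 1.5 FPKM in male winter replicate 4 and 0 in the other 3 male winter libraries. KCTD9 (1.67) and SKA1 (3.33) were measured in female winter replicate 3 and listed at 0 in the other 3 female winter libraries. CHN2 reached 5.4 in female summer replicate 4, with the nearest summer library at 2.19. RPL31 reached 30303.7 in male winter replicate 3, both among winter and among male winter libraries, with the nearest at 15063.9.

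The seasonal change differed between the sexes by camera for interferon response (adjusted p = 7.53e-16), globin (0.000139), erythroid (0.000951), T cell (0.00602), monocyte (0.0405) and platelet genes (0.0407), and for none of them with an estimated correlation. Without the July and August libraries of Pele 2 of the 6 were still called (erythroid and globin), and without the February library of Kai also 2 (interferon response and globin). Chance cannot be excluded for these 6 list calls, since 52 of 100 splits gave as many (highest other 12).

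More genes were higher in females than in males, by a median of 0.34 log2 units. Residual globin transcripts are argued against as the whole source, because dividing each library by its summed FPKM without globin genes left a median of 0.36. That value cannot be set against 0.34 to measure the part of globin. The deposited sums themselves differed, with a mean of 1447670 in males and 1316670 in females, so dividing by any sum shifts the median. A normalization of the deposited FPKM without scaling between libraries (none was stated) and a few genes taking most of the counts cannot be told apart from a sex difference. After dividing by the sum outside the 100 most abundant genes, 42.8% of calls were higher in females and the median was 0.11. The outcome depends on how many genes are left out (91.4%, 70.4% and 32.3% for 10, 50 and 200 genes) and on which (80.2% and a median of 0.23 for 104 globin, ribosomal protein and erythroid genes), all of these were seen before a bound was set, and a difference between the sexes or the 4 animals remains open.

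Every library of 1 sex exceeded every library of the other, whose mean was under 0.1 FPKM, for 13 genes of the de novo assembly, the strictest of 3 definitions tried (15, 14 and 13 genes). Each gene of that table was above 0 in at least 16 libraries, so a gene above 0 in the 15 male libraries alone could not be among them. Individual differences unrelated to sex are argued against, because the other 2 splits of the 4 animals gave 0 such genes (at most 2 under the other definitions). Location on the sex chromosomes may explain them but stays open, since 3 of them have a protein accession and the table pairs none with a chromosome.

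Interferon response genes were high in the July and August libraries of Pele. IFIT1 measured 359 and 575 FPKM there, against 44.9 ± 23.9 in the other 5 libraries of Pele, and IRF7 114 and 185 against 17.0 ± 4.85, while IFI6 was listed at 0 in July. Scaling of whole libraries is argued against, since the median rise of the list was 1.63 in July and 2.23 in August after median-ratio scaling. A summer rise shared by both sexes is argued against too, since 4 of the other 6 summer libraries lay below the highest winter library. All 4 were from males. The other female summer libraries (Keo in August at a list mean of 0.257, Pele in September at 0.183) lay above every winter library. A seasonal rise in females therefore stays open, although both lay well below the 1.39 and 2.24 of Pele in July and August. A higher share of monocytes may contribute and stays open, the monocyte list rising by 51.8% of the interferon rise in July and 19.9% in August, with MHC class II (0.82 and 0.51 log2 units) and neutrophil genes (0.47 and 0.39) also higher. A response of this animal to infection or vaccination was not tested, as the labels record none.

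Other splits of the libraries gave as many calls as the real split in 1 of 100 cases (the real one) for sex in the genome table (1252, highest other 1) and the de novo table (2821, highest other 7) and for the 4 animals (988, highest other 12, and 2878, highest other 404), so that chance is excluded there, but not a difference between animals that is unrelated to sex. For gene lists between the sexes it is not excluded (8 lists, 21 of 100 splits, highest other 13). Nor is it for the lists by season (3 lists, 91 of 100, highest other 16), in males (2 lists, 33 of 35, highest other 17) and in females (3 lists, 29 of 35, highest other 9). The seasonal fits called 0 genes, so every split gave as many: 100 of 100 for season (highest other 2 in the genome table and 9 in the de novo table) and for season by sex (highest other 6), and 35 of 35 in males (highest other 7 and 150) and females (highest other 2 and 2). In males 1 of the 35 splits sets Hua against Kai, which each gave 2 summer and 2 winter libraries. Whether that split gave the 150 calls was not recorded, so a difference between these animals is a candidate that was not checked.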

How the results depend on the processing

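The stricter filter, the removals of named libraries and all alternatives for lists on season by sex were chosen after the data were examined, the others before. Depth could not be assessed, as no counts were used. Between the sexes, the 1252 calls of the genome table became 232 with median-ratio scaling, 690 with the animal as a random effect, 0 with animal means (limma, 1539 at an unadjusted p under 0.05) and 782 without the February library of Kai, and leaving out an animal gave 225 to 1315. The 2821 de novo calls became 449 with scaling and 23 with animal means, and 816 to 3368 without an animal. The F test over animals gave 348 to 706 calls (genome) and 963 to 1875 (de novo) without an animal, and 1831 de novo calls with scaling. Fewer animals or units are tested in these removals and means; otherwise the cause was not tested. Season in males gave 1 de novo call with the animal as a block. That block changed no other call or count beyond those given here and the platelet list by season and sex (adjusted p = 0.0625). List calls with an estimated correlation were 3 for sex and 0 for season, for either sex and for season by sex, and fry gave 17 for sex and 0 for the other 4. With scaling, 1 list was called by season and 5 in females, with the block 5 in females, and without the July and August libraries of Pele 6 by season and 2 by season and sex, and without the February library of Kai 3 by season and sex. PC2 between the sexes had a permutation p = 0.133 with a pseudocount of 0.1 (de novo). With scaling PC2 was another axis, on which Kai stood apart (permutation p = 0.00406, genome). At a PPDE of at least 0.99 the authors' deposited table held 279 (sex), 93 (season), 388 (females) and 140 (males) genes. Some results reversed in sign, and the cause was not tested. With scaling the sex differences became −0.12 for PPP4R2, −0.0406 for NDRG3, −0.31 for CREG1 and −0.0816 for VPS13C. They became 0.0261 for HBA without the February library of Kai, 0.0440 for SLC18A2 with the pseudocount, 0.00819 for NOXO1 with animal means, and 0.27 and 0.0931 for RAB22A with Cufflinks values and without the July and August libraries of Pele. The oxidative phosphorylation list turned upward with fry (adjusted p = 0.294) and the interferon list downward by season without these 2 libraries (adjusted p = 0.848). Leave-one-out ranges for sex that crossed 0 were −1.11 to 0.26 for HBE1, −0.40 to 0.15 for HBZ, −0.13 to 0.0775 for HBA, −0.27 to 0.15 for HBQ1, −0.19 to 0.11 for SPAST, −0.40 to 0.0437 for CENPF, −0.51 to 0.27 for SLC18A2, −0.54 to 0.60 for CREG1, −0.50 to 0.49 for NOXO1 and −0.50 to 0.47 for RAB22A. For season they were −0.16 to 0.29 for HBQ1 and −0.0121 to 0.19 for RPL31, and in males −0.48 to 0.78 for CD79B, −0.23 to 0.49 for CHN2 and −0.15 to 0.26 for RPL31. Over all alternatives for named genes between the sexes, 499 values kept direction and side of the threshold, 142 no longer passed, 8 newly passed and 24 reversed.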

Other observations

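The test of a seasonal change shared by the sexes and the comparison of list means between animals were chosen after the results were seen.

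Cell type lists varied between animals in ways that sex did not follow. On scaled values the mean of B cell genes was 0.44 ± 0.18 log2 units in Hua, −0.59 ± 0.27 in Kai, 0.02 ± 0.20 in Keo and 0.06 ± 0.32 in Pele. That of cytotoxic and NK cell genes was −0.30 ± 0.15, 0.32 ± 0.29, −0.21 ± 0.14 and 0.29 ± 0.43, and that of monocyte genes −0.40 ± 0.15, 0.27 ± 0.16, −0.01 ± 0.13 and 0.20 ± 0.32, in the same order. The limma F test over animals called, on scaled values, 9 of 17 B cell, 9 of 20 cytotoxic and NK cell and 7 of 17 monocyte genes, against 706 of all 9610 genes. Between the younger pair (Hua and Keo) and the older pair, cytotoxic and NK cell genes were lower in the younger (camera adjusted p = 4.63e-08, and adjusted p = 0.00209 with an estimated correlation), as were monocyte genes (adjusted p = 4.63e-08, and adjusted p = 0.0425 with an estimated correlation). With 4 animals, each of its own age, age and individual are not separable.

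In the authors' deposited tables of season, 59.4% of the 251 male calls also listed for females had the same sign there, against 53.1% of all genes. By the difference of mean log2(FPKM + 1) in the female libraries, 58.3% of the 252 male calls had the same sign. Of the 70 labelings of the 8 female libraries 18 gave as high a percentage (highest other 74.2), which leaves open whether the sexes share a seasonal change.

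Between the sexes limma called 9.50% of the genes of the de novo assembly at an adjusted p under 0.05, and 1.51% after median-ratio scaling. The first is higher and the second lower than the value quoted from the study above, which came from EBSeq. By season limma called 0 of these genes over both sexes, in males and in females (1018, 647 and 1971 at an unadjusted p under 0.05). That is lower than the values quoted from the study above, which came from EBSeq and not from limma. The limma fits within a sex had little power, recovering 18% (males) and 21% (females) of simulated de novo genes changed by 2 log2 units. A count of 0 therefore does not show that those genes did not change.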
